# Selective egg cell polyspermy bypasses the triploid block

**DOI:** 10.7554/eLife.52976

**Published:** 2020-02-06

**Authors:** Yanbo Mao, Alexander Gabel, Thomas Nakel, Prisca Viehöver, Thomas Baum, Dawit Girma Tekleyohans, Dieu Vo, Ivo Grosse, Rita Groß-Hardt

**Keywords:** polyspermy, plant reproduction, polyploidization, egg cell, triploid block, *A. thaliana*

## Abstract

Polyploidization, the increase in genome copies, is considered a major driving force for speciation. We have recently provided the first direct in planta evidence for polyspermy induced polyploidization. Capitalizing on a novel *sco1*-based polyspermy assay, we here show that polyspermy can selectively polyploidize the egg cell, while rendering the genome size of the ploidy-sensitive central cell unaffected. This unprecedented result indicates that polyspermy can bypass the triploid block, which is an established postzygotic polyploidization barrier. In fact, we here show that most polyspermy-derived seeds are insensitive to the triploid block suppressor *admetos*. The robustness of polyspermy-derived plants is evidenced by the first transcript profiling of triparental plants and our observation that these idiosyncratic organisms segregate tetraploid offspring within a single generation. Polyspermy-derived triparental plants are thus comparable to triploids recovered from interploidy crosses. Our results expand current polyploidization concepts and have important implications for plant breeding.

## eLife digest

Ever since Darwin published his most famous book on the theory of evolution, scientists have sought to identify the mechanisms that drive the formation of new species. This is especially true for plant biologists who have long been fascinated by the extraordinary diversity of flowering plants.

Many species of flowering plant first evolved after a dramatic increase in the DNA content of an individual plant, a process termed polyploidization. Most explanations for polyploidization involve a pollen grain making sperm that mistakenly contain two sets of chromosomes rather than one. Yet, it is difficult to reconcile this explanation with an important aspect of plant reproduction – the so-called “triploid block”.

Fertilization in flowering plants is more complicated than in animals. While one sperm fertilizes the egg cell to make the plant embryo, a second sperm from the same pollen grain must fertilize another cell to form the endosperm, the tissue that will nourish the embryo as it develops. This means that sperm with twice the normal number of chromosomes would affect the DNA content of both the embryo and the endosperm. Yet, an endosperm that receives extra paternal DNA typically halts the development of the seed via a process known as the triploid block, meaning it was not clear how often this process would actually result in a polyploid plant.

In 2017, researchers reported that plants can, on rare occasions, generate polyploid offspring via a different route: the fertilization of one egg with two sperm rather than one. Now, Mao et al. – who include several researchers involved in the 2017 study – show that this process, termed “polyspermy”, can introduce extra copies of DNA into just the egg cell, meaning it can bypass the triploid block of the endosperm.

The experiments involved a model plant called Arabidopsis, and a screen of over 55,000 seeds identified about a dozen with embryos that had three parents, one mother and two fathers. Notably, most of these three-parent embryos developed in seeds that contained endosperm with the regular number of chromosomes and hence escaped the triploid block.

These new results show that polyspermy provides plants with a means to essentially sneak extra copies of DNA ‘behind the back’ of the DNA-sensitive endosperm and into the next generation. They also give new insight in how polyploidization may have shaped the evolution of flowering plants and have important implications for agriculture where the breeding of new “hybrid” crops has often been limited by incompatibilities in the endosperm.

## Introduction

The evolutionary history of flowering plants is characterized by recurrent polyploidization events (Comai, 2005; De Bodt et al., 2005; Otto and Whitton, 2000; Van de Peer et al., 2017). Polyploids are generally assumed to arise from unreduced gametes or somatic doubling, i.e. from defects during meiosis or mitosis (Kreiner et al., 2017; Mason and Pires, 2015; Ramsey and Schemske, 1998; Sattler et al., 2016; Spoelhof et al., 2017; Tayalé and Parisod, 2013). In addition, recent in planta and in vitro assays have provided the first direct evidence that viable polyploid plants can arise from polyspermy, the fusion of one egg cell with supernumerary sperm (Nakel et al., 2017; Toda et al., 2016). In fact, this previous work indicates that a single *Arabidopsis* plant can generate several polyspermy-induced triploid seedlings (Nakel et al., 2017).

The currently favored polyploidization scenario involves the formation of unreduced male gametes and the natural occurrence of such sperm has been reported for several species (Kreiner et al., 2017; Mason and Pires, 2015; Ramsey, 2007). Consequently, triploid plants are assumed to function as an important bridge towards polyploidization (Comai, 2005; Felber and Bever, 1997; Ramsey and Schemske, 1998) and field studies have identified both auto and allopolyploid triploids (Kyrkjeeide et al., 2019; Lee et al., 2001; Marques et al., 2018; Meng et al., 2018; Schinkel et al., 2017; Sree Rangasamy, 1972). However, the generation of triploid plants via unreduced male gametes is limited by the triploid block, which is a postzygotic hybridization barrier operating in many plants species (Dilkes et al., 2008; Köhler et al., 2010; Marks, 1966; Ramsey and Schemske, 1998; Scott et al., 1998). The triploid block is explained by the unique reproductive mode of flowering plants, which involves fertilization of two female gametes, the egg and the central cell. The required sperm cell pair is typically delivered by a single pollen tube. While the fertilized egg cell gives rise to the embryo, the fertilized central cell develops into embryo-nourishing endosperm (Russell, 1992). Fertilization involving unreduced sperm consequently not only affects the ploidy status of the egg cell but also introduces additional paternal chromosome copies to the endosperm, and it is this latter tissue, which commonly mounts the triploid block that is manifested by seed abortion (Köhler et al., 2010).

In *Arabidopsis thaliana*, the effect of the triploid block is accession-dependent, being highly penetrant e.g. in Col-0, but less strict in L*er* and C24 (Dilkes et al., 2008; Scott et al., 1998). A complete triploid block has been reported in many taxa (Ramsey and Schemske, 1998; Schinkel et al., 2017; Sekine et al., 2013; Stoute et al., 2012). In light of this fatal consequence, it has been suggested that there are ways to overcome this hybridization barrier (Köhler et al., 2010).

Making use of a two-component in planta assay, we here show that polyspermy can selectively polyploidize the egg cell, while rendering the genome size of the ploidy-sensitive endosperm unaffected. By introducing the triploid block suppressor *admetos*, we in addition show, that this unprecedented reproductive mode bypasses the triploid block.

## Results

### Establishment of a triparental embryo detection assay

Consistent with animal nomenclature, the term polyspermy is used alone when referring to egg cell polyspermy. Central cell polyspermy is specified as such. During flowering plant fertilization, both egg and central cell fuse in a coordinated manner with a single sperm each (Hamamura et al., 2011; Kawashima and Berger, 2011). In order to address whether during polyspermy egg cell fertilization is still coupled to the fertilization of the central cell, we aimed at analyzing endosperm in developing seeds that contain polyspermy-derived embryos. To ease the screening process, we established a novel polyspermy-detection assay termed HIPOD_SCO1,_ which can efficiently and unambiguously detect the rare event of egg cell polyspermy already in developing seeds. HIPOD_SCO1_ capitalizes on the pale green appearance of developing seeds defective for the gene *SNOWY COTYLEDON 1* (*SCO1*) (Ruppel and Hangarter, 2007) (Figure 1—figure supplement 1) and a bipartite *SCO1* complementation system, provided by two different pollen donors (Figure 1A). Pollen donor one contains the synthetic *GAL4* transcription factor under the control of the *RPS5a* promoter. Pollen donor two contains a functional copy of *tdTOMATO* tagged S*CO1* under the control of the GAL4 responsive *UAS* enhancer sequence. Seeds that contain a monospermy-derived embryo inherit an incomplete complementation system and will consequently be rendered pale green due to the lack of functional *SCO1*. By contrast, combinations of both constructs, which can only result from polyspermy, will give rise to green seeds with a positive tdTOMATO fluorescence signal (Figure 1B). It should be noted that this assay only detects polyspermy if the two sperm are derived from different pollen donors. Monopaternal polyspermy, which only delivers a single HIPOD_SCO1_ component, does not rescue seed color. This scenario is expected to account for 50% of all polyspermy events, and escapes detection.

**Figure 1.**
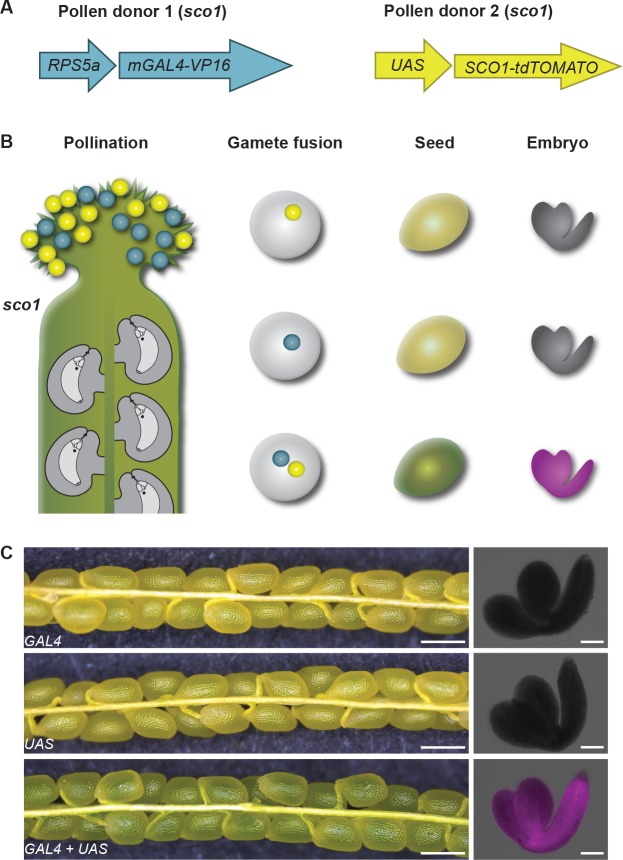
Establishment of a detection assay for polyspermy-derived embryos. (**A**) Illustration of HIPOD_SCO1_. The assay is based on the UAS-GAL4 two-component system whereby a synthetic transcription factor *mGAL4* expressed under the control of the ubiquitous *RPS5a* promoter activates the *tdTOMATO*-tagged *SCO1* gene. These two components were combined with the *sco1* mutant to generate pollen donor 1 and 2 (PD1 and PD2), respectively. (**B**) Pollen of PD1 and PD2 (blue, yellow) are applied to the stigma of a *sco1* gynoecium (green). Gamete fusion involving two sperm from two different pollen donors leads to transactivation of the *SCO1* gene resulting in dark green seeds and fluorescence of tdTOMATO in the embryo, while monospermy-derived seeds remain pale green with no fluorescence. (**C**) Silique and seed analysis of *sco1* mutants containing only *pRPS5a::mGAL4-VP16,* (upper panel), only *pUAS::SCO1-tdTOMATO* (middle panel), and both *pRPS5a::mGAL4-VP16* and *pUAS::SCO1-tdTOMATO* (lower panel). Scale bars, 500 μm and 100 μm in left and right panel, respectively.

**Figure 1—figure supplement 1.**
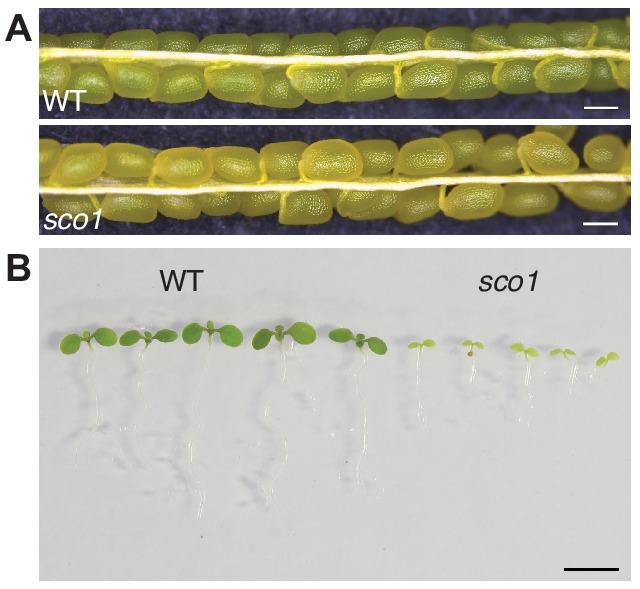
*sco1* exhibited yellowish seeds and cotyledons compared to wild-type. (**A**) Seeds of wild-type (upper) and *sco1* T-DNA insertion mutant (lower) in silique 7 DAP. (**B**) 6-day-old seedlings of wild-type (left) and *sco1* mutant (right).

To test the system, we compared seed color of *sco1* mutant plants expressing either one of the constructs with seeds containing both, the *GAL4* activator and the *UAS* reporter line. This experiment confirmed that only the presence of both constructs complemented the defect resulting in dark green seeds, which exhibited a tdTOMATO signal (Figure 1C).

### Polyspermy can selectively polyploidize the egg cell

The novel HIPOD_SCO1_ assay enabled us to screen for seeds that contain polyspermy-derived embryos at an advanced seed developmental stage. We processed a total of 56,493 seeds seven days after pollination (DAP) and identified 10 normally developed seeds with a change in color (Figure 2A, Figure 2—figure supplement 1A). To determine whether the candidate embryos were indeed of triparental origin, we microscopically inspected the developing seeds and found that all 10 embryos exhibited a tdTOMATO signal (Figure 2B, Figure 2—figure supplement 1A). This implies that the embryo inherited two rather than one paternal copy. To identify a corresponding shift in embryo ploidy, we carried out a chromosome spread assay. Chromosome counts are technically challenging when performed on subfractions of individual seeds and some chromosomes escape detection. However, comprehensive controls and the fact that parental chromosome contributions are quantal in nature make the assay robust and reliable.

Notably all embryos showed a triploid profile (Figure 2C, Figure 2—figure supplement 1B). This finding is comparable to the results obtained from triploid embryos segregated from an interploidy cross between diploid and tetraploid plants and contrasts with the diploid profile detected in embryos recovered from a regular cross involving haploid gametes (Figure 2C). To substantiate this result we introduced a GFP-tagged centromere-localized CENH3 reporter into PD1 (De Storme et al., 2016). In this complementary experiment we screened 10,774 seeds by HIPOD_SCO1_ and recovered three green seeds containing tdTOMATO positive embryos (Figure 2—figure supplement 1A). In all seeds we detected between 11 and 15 GFP foci indicative of triploid embryos (Figure 2E; Figure 2—source data 1). Together, the analysis confirms the triparental origin of embryos in seeds with dark green color, establishing HIPOD_SCO1_ as a powerful novel tool to identify polyspermy-derived embryos already in developing seeds.

In order to determine whether egg cell polyspermy is concomitant with central cell polyspermy, we assessed the ploidy of the endosperm in developing seeds containing polyspermy-induced triparental embryos. The central cell of many flowering plants, including *Arabidopsis thaliana,* is homodiploid and generates a triploid nurturing tissue after sperm fusion. In fact, we detected between 12 and 15 chromosomes in the endosperm of seeds recovered from a cross involving diploid plants. By contrast, more than 15 chromosomes are detected in control interploidy crosses between diploid female and tetraploid male (Figure 2D). Remarkably, in the 10 developing seeds containing triparental embryos we detected between 11 and 15 chromosomes, which is characteristic of a triploid endosperm (Figure 2D, Figure 2—figure supplement 1C). The result was substantiated by a complementary experiment involving the recombinant CENH3-GFP reporter, which detected a triploid profile in the endosperm of three analyzed seeds (Figure 2F; Figure 2—source data 1). Notably, at this advanced seed developmental stage, we recovered one abnormal seed from the HIPOD_SCO1_ assay containing an underdeveloped triploid heart-stage embryo and tetraploid endosperm (Figure 2—figure supplement 1D), characteristic of triploid block-induced seed abortion (Dilkes et al., 2008; Kradolfer et al., 2013; Scott et al., 1998).

**Figure 2.**
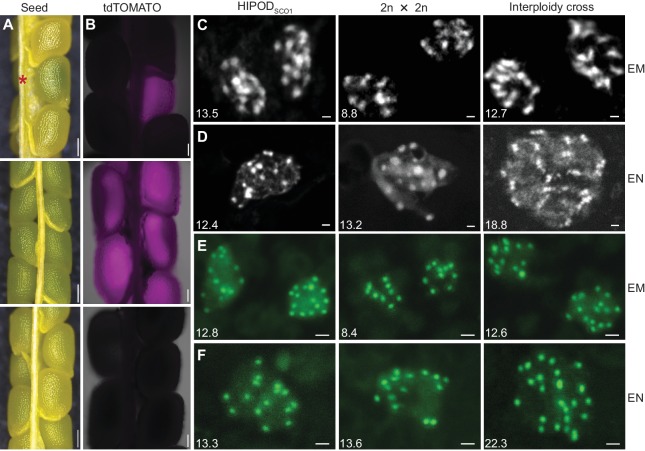
HIPOD_SCO1_ identifies developing seeds harboring polyspermy-derived embryos. (**A and B**) Bright- and fluorescence light images of seeds from different crosses seven days after pollination (DAP). Upper panel (HIPOD_SCO1_): *sco1* × *pRPS5a::mGAL4-VP16/+ sco1* (PD1) × *pUAS::SCO1-tdTOMATO/+ sco1* (PD2); middle panel: *pUAS::SCO1-tdTOMATO/+ sco1* × *pRPS5a::mGAL4-VP16/+ sco1*; lower panel: *sco1* × *sco1.* Asterisk indicates polyspermy-induced complementation of a *sco1* seed. (**C and D**) DAPI-stained chromosome spreads of embryo (EM) (**C**) and endosperm (EN) (**D**) resulting from different crosses. Left panel: HIPOD_SCO1_-rescued embryo segregating from cross between *sco1* × *pRPS5a::mGAL4-VP16/+ sco1* (PD1) × *pUAS::SCO1-tdTOMATO/+ sco1* (PD2); middle panel: *pUAS::SCO1-tdTOMATO/+ sco1* × *pRPS5a::mGAL4-VP16/+ sco1*; right panel: *sco1* × wild type (4n). (**E and F**) Chromosome counting through centromere-targeted *CENH3-GFP* of embryo (**E**) and endosperm (**F**) resulting from different crosses. Left panel: rescued embryo segregating from cross between *sco1* × *pRPS5a::mGAL4-VP16/+ p35S::CENH3-GFP sco1* (PD1 with CENH3-GFP) × *pUAS::SCO1-tdTOMATO/+ sco1* (PD2); middle panel: *pUAS::SCO1-tdTOMATO/+ sco1* × *pRPS5a::mGAL4-VP16/+ p35S::CENH3-GFP sco1* ; right panel: wild type (4n) × *pRPS5a::mGAL4-VP16/+ p35S::CENH3-GFP sco1* . The numbers in parenthesis indicate the average counted chromosomes from all analyzed cells, from left to right, (**C**) n = 11, 11, 9, (**D**) n = 20, 6, 9, (**E**), n = 82, 57, 78, (**F**), n = 12, 26, 6. Scale bars, 200 μm (**A**), 100 μm (**B**), 1 μm (**C–E**). Figure 2—source data 1.Chromosome counting through centromere-targeted CENH3-GFP in embryo and endosperm resulting from different crosses.

**Figure 2—figure supplement 1.**
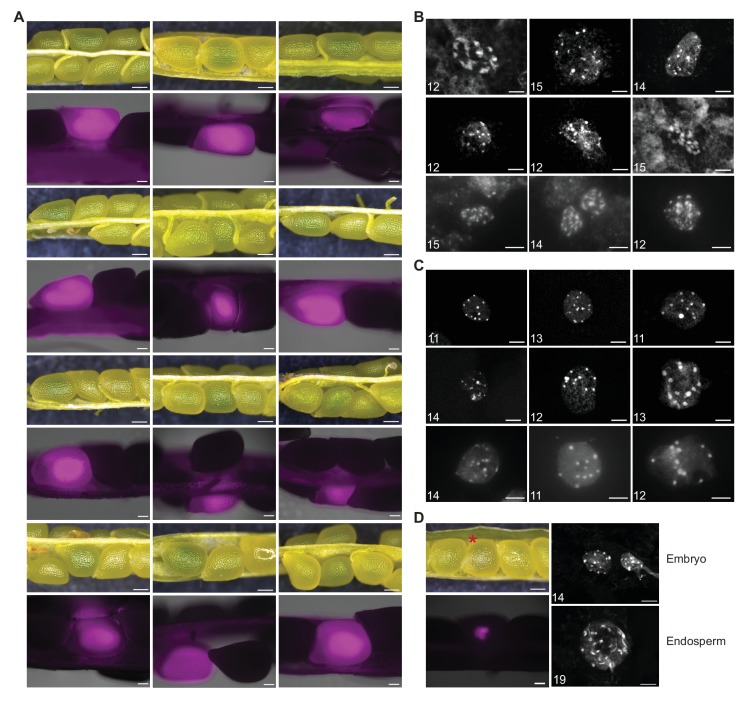
Identification and characterization of rescued green seeds and one underdeveloped seed recovered from HIPOD_SCO1_. (**A**) Silique segregating a green seed from 7 DAP HIPOD_SCO1_ (upper) and corresponding tdTOMATO signal (lower). The last three siliques from HIPOD_SCO1_ with *p35S::CENH3-GFP* in PD1. Scale bars, 200 μm (upper), 100 μm (lower). (**B and C**). Chromosome spread of the embryo (**B**) and endosperm (**C**) isolated from green seeds recovered from HIPOD_SCO1_. The number in the left corner labels the visible chromosome numbers in one cell. The pictures in the lower row in (**B**) and (**C**) were captured with a Leica DMI6000b epifluorescence inverted microscope (100 × objective) with manually increased brightness and contrast. Scale bar, 5 μm. (**D**) Silique (upper left) segregating one single abnormal polyspermy-derived seed (asterisk) recovered from HIPOD_SCO1_, the respective tdTOMATO fluorescence analysis (lower left), and DAPI stained chromosome spreads of embryo and endosperm (right panel) from the asterisk- labeled seed Scale bars, 200 μm (upper left), 100 μm (lower left), 5 μm (right panel). The number in the left corner labels the visible chromosome numbers in one cell.

Together our data indicate that egg cell polyspermy can occur independent of central cell polyspermy. Such selective polyploidization of the egg cell implies that polyspermy has the potential to bypass the triploid block.

### Most polyspermy-induced polyploidization events are insensitive to the triploid block suppressor *admetos*

To further substantiate our findings, we established a functional assay to determine the potential of polyspermy in bypassing this reproductive barrier. It was previously shown that mutations in the paternally expressed imprinted gene *ADMETOS (ADM)* suppress the triploid block in *Arabidopsis thaliana* (Kradolfer et al., 2013). In fact, interploidy crosses between diploid and tetraploid plants lead to a 15.6 fold increase in fertile triploid seeds when the tetraploid pollen donor segregated the *adm-1* allele (Figure 3A–C, Figure 3—source data 1). If polyspermy would equally trigger the triploid block, we would expect a similar increase in polyspermy frequencies when using *adm-1* segregating pollen donors. In order to identify polyspermy-derived seedlings, we made use of the previously established HIPOD assay that works analogous to the HIPOD_SCO1_ system introduced above, but positively selects triparental seedlings on the basis of herbicide resistance (Nakel et al., 2017). A total of 116,279 and 113,777 seeds were harvested from three independent HIPOD experiments using either *adm-1* or wild-type segregating pollen donors, respectively. Out of these, 47 herbicide resistant seedlings segregated from pollen donor with *adm-1* background while 27 were recovered from wild type (Figure 3D–F, Figure 3—source data 1 ). This corresponds to an almost two fold increase in the *adm-1* segregating approach (Figure 3C), which is more than eight times lower than the effect observed in the interploidy cross.

**Figure 3.**
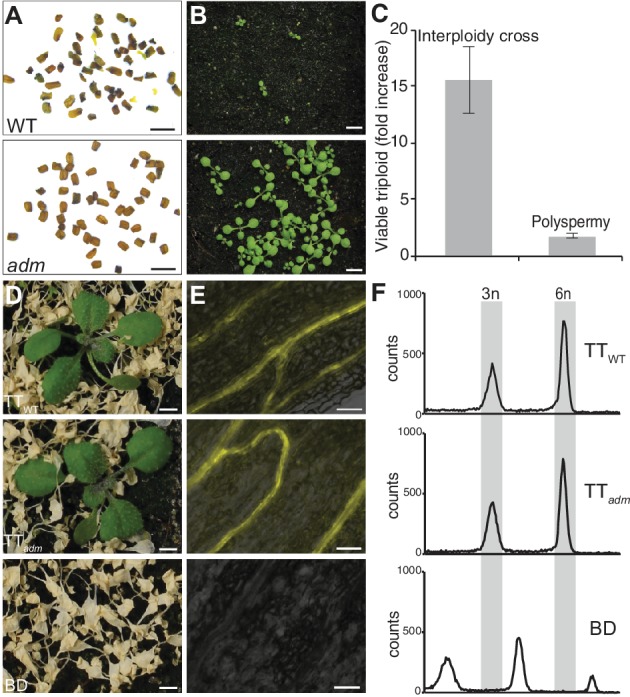
Polyspermy-induced polyploidization is partially insensitive of *adm*-mediated triploid block repression. (**A and B**) Mature seed (**A**) and corresponding 9 day old seedling (**B**) from one silique of wild-type pollinated with diploid wild-type pollen and diploid *adm-1* pollen. (**C**) Effect of the triploid block repressor *adm* on interploidy cross- recovered triploids (2n × 4n) and polyspermy- derived triploids. Shown is the ratio of triploid plants recovered from two crosses involving either *adm* or wild-type pollen donors (*adm*/WT). The data are means ± SEM (n = 3 experiments). (**D**) Herbicide-treated offspring of triparental triploid (TT) plants recovered from HIPOD with (TT_WT_) or without (TT*_adm_*) *ADMETOS* segregating pollen donors. Lower panel, herbicide-sensitive offspring of biparental diploid wild type (BD). (**E and F**) YFP fluorescence (**E**) and flow-cytometric analysis (**F**) of TT_WT_, TT*_adm_* and BD plants corresponding to the categories shown in (**D**). Scale bars, 1 mm (**A**), 5 mm (**B, D**), 50 μm (**E**). Figure 3—source data 1.Comparison of viable triploids recovered from polyspermy and interploidy crosses (2n × 4n).

Previous results suggested that the egg cell block is stricter than the central cell block (Grossniklaus, 2017; Scott et al., 2008) and fertilization of the two female gametes during monospermy has been shown to occur in a coordinated fashion (Kawashima and Berger, 2011; Hamamura et al., 2011). Our unprecedented finding that most polyspermy-derived embryos develop in the presence of a monospermy-derived endosperm show that polyspermy enables selective polyploidization of the egg cell and concomitant bypassing the triploid block.

### Polyspermy-derived triparental plants are comparable to triploids generated by interploidy crosses

The transcript profile of triploid plants has been characterized previously and remarkably few differences were found with respect to their cognate diploid controls (Hou et al., 2018). Polyspermy-induced plants differ from triploids derived from interploidy crosses as they inherit two sperm cytoplasms and, as shown in this work, mostly develop in a seed characterized by identical ploidies in embryo and endosperm. Given their special mode of origin, we aimed to compare the transcript profile of polyspermy-induced triparental triploids (TT) with that of biparental triploids (BT). In addition, we compared the transcriptome profile of BT plants with that of biparental diploids (BD) to identify ploidy-dependent changes in the transcriptional landscape. 

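Poly(A) RNA profiles were available from 15 plants, 5 each of biparental diploids (BD, ploidy 2n), biparental triploids (BT, 3n) and triparental triploids (TT, 3n), all sampled 18 days after sowing. Each plant was represented by 4 technical replicates, 60 samples in all, which the authors combined into 1 profile per plant, so that n is 5 plants per group. The authors trimmed the reads, aligned them with STAR, counted them per gene with salmon, removed genes with hardly any counts, and deposited normalized counts, regularized log transformed (rlog) values and TPM values of 21450 genes. The normalized counts are gene counts divided by 1 size factor per plant. In each plant they are whole multiples of a single step, for 100% of the values, so that the reads behind them could be recovered. The recovered totals lay between 19534646 and 30756482 reads per plant for BD with a median of 25240529, between 20600915 and 27649421 for BT with a median of 26803085, and between 23594275 and 26882280 for TT with a median of 25343983. Reads that fit several places were kept in the alignment, so that values of members of gene families are less certain than those of single genes. Groups were compared on log2(normalized count + 1) with the moderated linear models of limma, with all 15 plants in the fit and Benjamini-Yekutieli adjustment, and single values per plant were compared by permutation tests. A fold change on this scale understates the change of genes with few counts. Replicate numbers 1 to 5 occur in each group but belong to different plants, and they were not used as pairs in the main comparison.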

We used *ein3* mutants as pollen acceptor as they have previously been shown to attract supernumerary pollen tubes (Völz et al., 2013). 

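EIN3 is listed as AT3G20770, a gene of chromosome 3. All 15 plants had inherited a copy from the mutant mother and 1 or 2 copies from pollen. The normalized count of EIN3 was 1431 ± 151 (SD, n = 5 plants) in BD, 1747 ± 177 (SD, n = 5) in BT and 1678 ± 161 (SD, n = 5) in TT. The log2 fold change of BT over BD was 0.29 (standard error 0.10), larger than the spread between plants by an exact 2-sided permutation test of 5 against 5 plants (p = 0.0238). With each plant left out in turn it stayed between 0.23 and 0.34. TT and BT did not differ beyond this spread, with a log2 difference of -0.06 (exact 2-sided permutation test, p = 0.516). In 16 such comparisons of genes that the paper names, none passed a Benjamini-Hochberg adjustment, and the adjusted value for EIN3 in BT against BD was 0.169. In limma's test across all genes the Benjamini-Yekutieli adjusted p was 1.

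**Figure D1:**
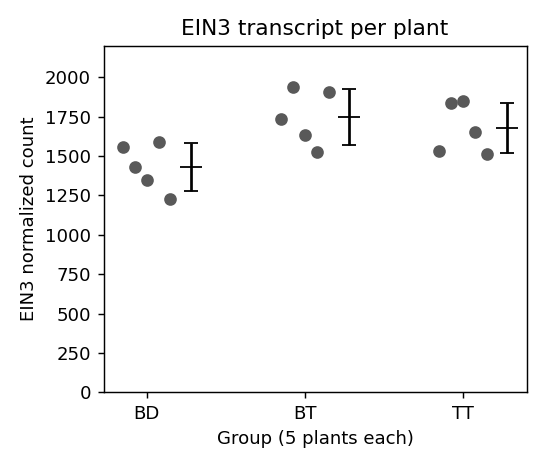
EIN3 transcript in each plant, as normalized counts on the vertical axis, for BD, BT and TT on the horizontal axis. Points are plants, and the bar with whiskers gives the mean and SD of the 5 plants. BD plants lie between 1225 and 1592, BT plants between 1523 and 1939 and TT plants between 1512 and 1851.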

We performed RNAseq on five plants 18 days after sowing (DAS) each from BD, BT, and TT (Figure 4—figure supplement 1A). We chose this early state as we expected potential differences to become established during seed development, which differs in the three settings.

In order to assess the quality of the transcriptome data, and to identify potential transcriptome-wide differences between the mRNA profiles of the three groups of plants, we performed a hierarchical clustering, a two-dimensional principal component analysis (PCA), and a two-dimensional multidimensional scaling (MDS) analysis of the fifteen 21,450-dimensional normalized expression profiles. We found that Spearman’s correlation coefficient *c* was greater than 0.94 for all of the 105 pairs of profiles (Figure 4—figure supplement 1B). 

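On the rlog values of 21450 genes, Spearman's coefficient of the 105 pairs of plants ranged from 0.982 to 0.999 with a median of 0.995. These coefficients are across genes, which are not independent replicates. The coefficient depended most on the kind of values. On log2(TPM + 0.1) the lowest coefficient was 0.932, and on log2(normalized count + 1) it was 0.941. Of the 15 plants, BT replicate 5 had the lowest mean coefficient with the other plants (0.987), followed by BD replicate 4 (0.990).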

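The 30 pairs of plants within a group had a mean Spearman coefficient of 0.994 and the 75 pairs between groups one of 0.994. For 4 of the 15 plants the most similar plant belonged to the same group, and all 4 were TT plants. The mean distance between groups exceeded the mean distance within groups by 2.55e-05 over the 3 groups, with the distance taken as 1 minus the coefficient, which did not differ from random grouping (1-sided permutation test with 100000 resamples, p = 0.421). For BT and TT this separation was 0.000922 (exact 1-sided permutation test, p = 0.143), for BD and BT it was -0.000793 (exact 1-sided permutation test, p = 0.857), and for BD and TT it was -5.24e-05 (exact 1-sided permutation test, p = 0.452). The first principal component of the rlog values carried 44.5% of the variance and the second 19.3%. Scores on the first component ranged from -36.7 to 18.8 in BD, from -46.5 to 13.7 in BT and from 6.12 to 17.6 in TT. The group means differed by 19.3 between BT and TT, by -7.75 between BD and BT and by 11.5 between BD and TT, in each case the second group minus the first. None of these differences exceeded the spread between plants, with exact 2-sided permutation p = 0.111, 0.579 and 0.325 in this order.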

Notably, the sub-trees of the dendrogram obtained by hierarchical average linkage clustering did not correspond to the five biological replicates from the same genotype (Figure 4A), and the 15 samples showed a high overlap in the PCA (Figure 4B) and MDS (Figure 4—figure supplement 1C) plots. These results not only reflect the high quality of the transcriptome data but also suggest a high similarity of the 15 transcriptome profiles compared.

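Between 286 and 630 of the 21450 genes had no read in a given plant, and the 10 most abundant genes took between 6.60% and 13.6% of the normalized counts of a plant. The plant that differed most from the others, BT replicate 5, still had a rank correlation of at least 0.982 with each of them. From the high coefficients and the overlap of the plants in the clustering, the PCA and the MDS plots, the paper proposes that the data are of high quality and the 15 profiles highly similar.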

**Figure 4.**
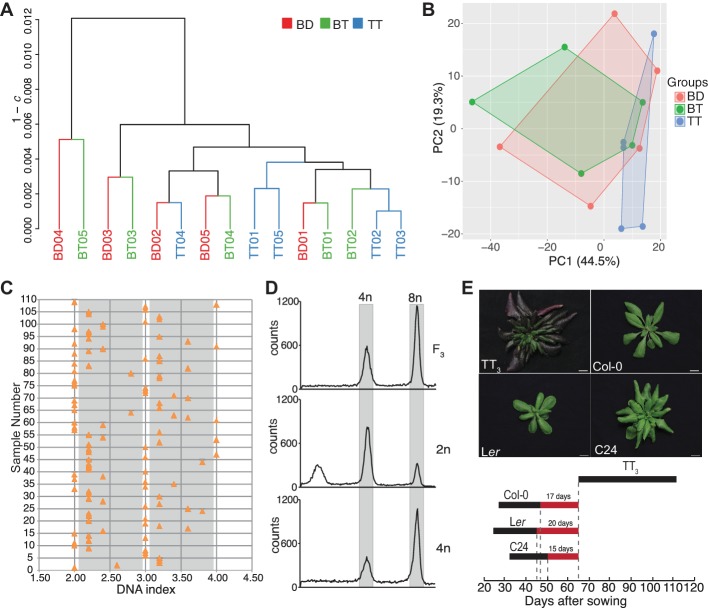
Characterization of triparental triploid plants. (**A**) Dendrogram from hierarchical clustering of the 3 × 5 biological replicates of biparental diploid (BD), biparental triploid (BT), and triparental triploid (TT) recovered from polyspermy plant samples. The 15 × 15 matrix of Spearman’s correlation coefficients *c* was computed from the fifteen regularized log transformed expression profiles. The dendrogram was computed by average linkage clustering (UPGMA) of the 15 × 15 dissimilarity matrix with elements 1 – *c.* (**B**) Two-dimensional principle component analysis (PCA) of the fifteen 21,450-dimensional regularized log transformed expression profiles. The points represent the biological replicates, while the shapes resulting from connecting biological replicates from the same genotype highlight the similarity between the transcriptome profiles. (**C**) Distribution of ploidy level in the aneuploidy swarms produced by a triparental triploid plant. 2.0 in DNA index represents near diploids, 3.0, near triploids, and 4.0, near tetraploids. The gray areas indicate the intermediate ploidies. Each orange triangle represents an F_2_ plant derived from a triparental triploid. (**D**) Flow cytometric analysis of tetraploid progeny plants in F_3_ generation. 2n and 4n represent diploid and tetraploid controls. (**E**) Analysis of flowering time window of triparental triploid plants recovered from a three accession cross (TT_3_), Col-0, L*er* and C24 during bolting stage. Scale bar, 1 cm. The black bold line represents the flowering period of different accessions. The three red bold lines bordered by the gray dashed lines label the day gaps between flowering termination of the parents and flowering initiation in the TT_3_.

**Figure 4—figure supplement 1.**
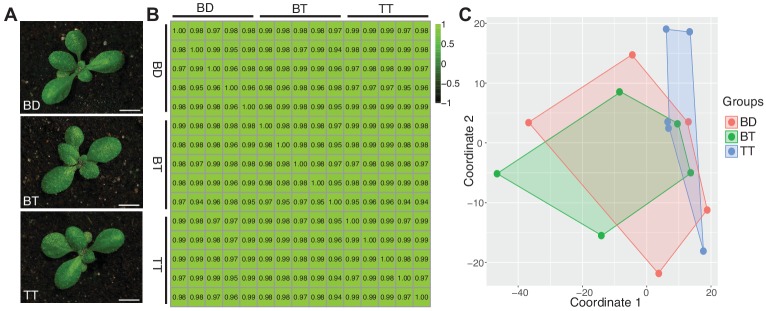
Transcriptome analysis of plants from different origin and ploidy. (**A**) RNA was isolated from biparental diploids (BD), biparental triploids (BT) and triparental triploids (TT) 18 DAS. Scale bar, 5 mm. (**B and C**) Pairwise Spearman’s correlation coefficients (**B**) and two-dimensional multidimensional scaling (MDS) analysis (**C**) of the fifteen 21,450-dimensional regularized log transformed mRNA expression profiles. The points represent the single biological replicates, while the shapes resulting from connecting biological replicates from the same genotype highlight the similarity between the transcriptome profiles.

**Figure 4—figure supplement 2.**
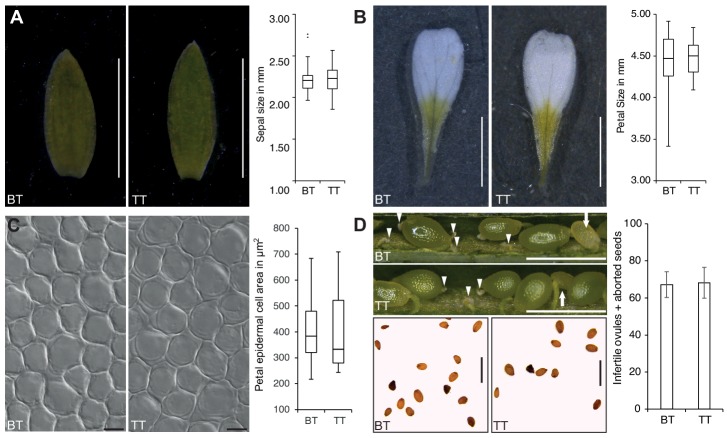
Polyspermy-induced triploid plants are similar to triploid plants originating from a regular monospermic fertilization mode. (**A**) Sepal size comparison of biparental triploids (BT; n = 56) and triparental triploids (TT; n = 107). The brightness in (**A**) was equally increased by using Adobe Photoshop CC. (**B**) Petal size of BT (n = 121) and TT (n = 104). (**C**) Petal epidermal cell area of BT (n = 112) and TT (n = 93). (**D**) Silique analysis of BT (n = 19) and TT (n = 39). Siliques are showing dark green seeds, sterile ovules (white arrowhead) and abnormal seeds (white arrow) (upper panel). Seed morphology of BT and TT plants (lower panel). Box plots show median, quartiles, maximum and minimum. Scale bars, 2 mm (**A, B**), 10 µm (**C**), 1 mm (**D**). TT data was already published before (Nakel et al., 2017).

**Figure 4—figure supplement 3.**
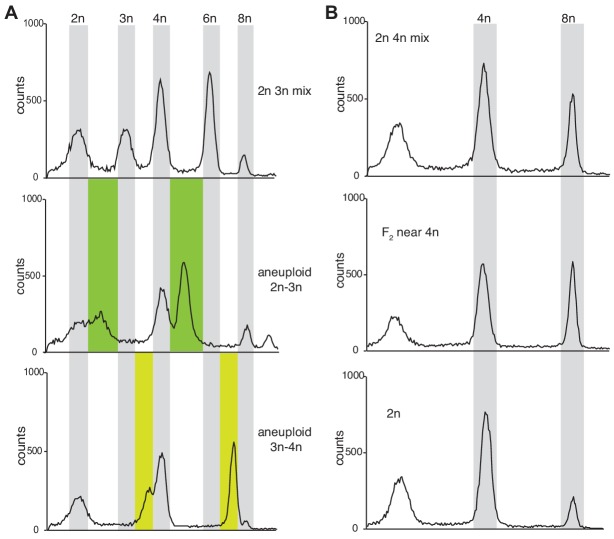
Ploidy assessment of offspring derived from triparental triploids. (**A**) Euploid peak distribution was assessed by measuring a mixture of extracted nuclei from 2n and 3n plants that gives rise to five prominent peaks representing 2n, 3n, 4n, 6n, and 8n (upper panel). Leaf samples were taken from triparental offspring (**F_2_**) and mixed with 2n Col-0 as internal standard. Aneuploid samples exhibited additional peaks that were grouped into two distinct categories; **i**) aneuploid 2n-3n which exhibit additional peaks in the green region (middle panel) and ii) aneuploid 3n-4n which exhibit additional peaks in the yellow region (lower panel). (**B**) Near-tetraploid plant samples derived from triparental offspring (**F_2_**) were identified by changes in peak height. 2n Col-0 control plant exhibits a small 8n peak (lower panel). 2n Col-0 mixed with 4n Col-0 control samples exhibit a pronounced 8n peak (upper panel) comparable to 2n Col-0 mixed with near-tetraploid samples (middle panel).

**Figure 4—figure supplement 4.**
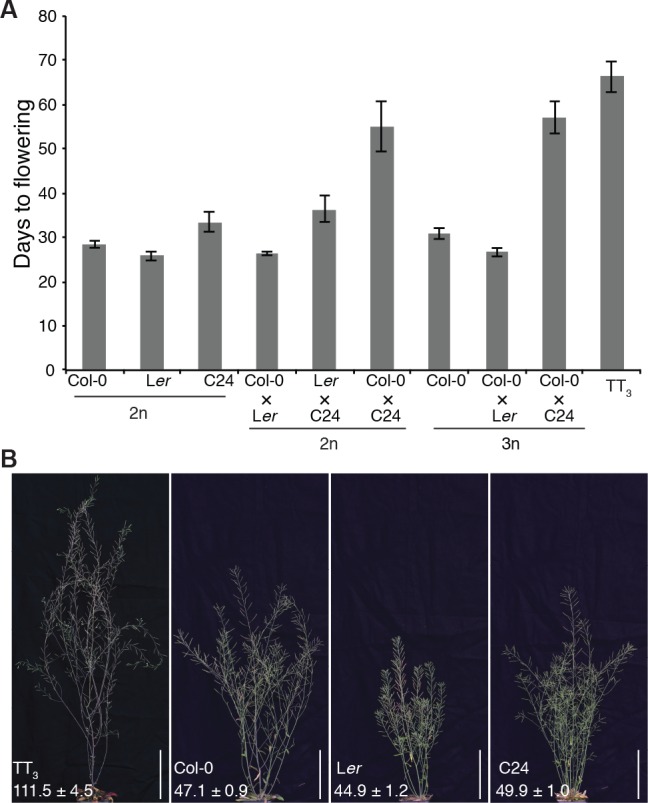
Flowering initiation and termination comparison. (**A**) Flowering time comparison among plants from different ploidy and hybrids among the three accessions. The 2n hybrid of Col-0 × L*er,* L*er* × C24, and Col-0 × C24 were produced by crossing the respective diploid parents. The 3n hybrid of Col-0 × L*er* and Col-0 × C24 were recovered from the cross of 2n Col-0 with 4n male L*er* and C24. 3n Col-0 was acquired by crossing 2n with 4n Col-0 plants. All the data are means ± SD, from left to right, n = 13, 13, 12, 19, 15, 9, 4, 8, 14, 3. (**B**) Triparental triploid plant recovered from three accession cross (TT_3_), Col-0, L*er* and C24 at flowering end stage corresponding to 44 DAS for Col-0, L*er* and C24, and 102 DAS for TT_3_. The number in parenthesis indicates the average DAS of flowering termination for each genotype. All the data are means ± SEM, (n = 3 independent experiments for Col-0, L*er*, and C24, n = 2 for TT_3_). Scale bar, 10 cm.

We first addressed, if there were genes with ploidy-specific expression changes by comparing transcript profiles of BD and BT. This comparison did not yield a single gene with a statistically significant differential expression. This result is in support of previous transcriptome profiling approaches that have uncovered remarkably few changes in plants with different ploidy (Pignatta et al., 2010; Riddle et al., 2010; Stupar et al., 2007; Wang et al., 2006; Yu et al., 2010).

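Of 21450 genes, 0 had a Benjamini-Yekutieli adjusted p-value under 0.05 between BD and BT in limma's test, and 371 had an unadjusted p-value under 0.05, of which 166 were higher and 205 lower in BT. A threshold of 0.05 gives 1072.5 such genes on average when no gene differs. The count of 0 was the same under every alternative processing that was run. The unadjusted count moved most, to 1032, when the first principal component of the residuals entered the fit. This component is uncorrelated with the groups by construction, so that it changes no fold change and mainly narrows the residual spread. A higher count was therefore largely built in. Of these 1032 genes, 561 were higher and 471 lower in BT. The majority was reversed through which genes passed, not through any change of direction. With the replicate number as a block, which pairs the plants by number, the adjusted count was 0 and the unadjusted count 372, and same-numbered plants had a mean correlation of their deviations from the group means of 0.0183. With limma's voom method on the recovered reads, an alternative chosen after the data were seen, 0 genes passed and 267 had an unadjusted p-value under 0.05. Voom scaled each plant by its total reads and not by the authors' size factors. To show what this design can detect when many genes change, known fold changes were put on the reads of 200 genes in the BT plants. These genes had a mean count of at least 50, so that the detection of genes with fewer counts is not covered. All 200 were changed at once, and the Benjamini-Yekutieli adjustment grows less strict as more genes pass. A few changed genes would therefore be detected less often. Multiplying reads also adds no counting error, which matters most for genes scaled down. At a fold change of 1.5, 5 of 50 genes passed, at 2 it was 27 of 50, at 4 it was 46 of 50 and at 8 it was 49 of 50, while 0 of 21250 unchanged genes passed.
The smallest unadjusted p-values belonged to genes whose adjusted p was 1. CYP72A11 (AT3G14650), a member of a cytochrome P450 family whose reads can be shared between genes, fell by 0.49 on the log2 scale from BD to BT (standard error 0.10, adjusted p = 1 in limma's test with Benjamini-Yekutieli adjustment), from 1602 ± 191 to 1143 ± 136 normalized counts (SD, n = 5 each). AT3G16750 changed by -0.86 (standard error 0.18). MLO12 (AT2G39200), also of a gene family, rose by 0.97 (standard error 0.28) and AT5G06570 by 1.33 (standard error 0.38), both with adjusted p = 1 in the same test.

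**Figure D2:**
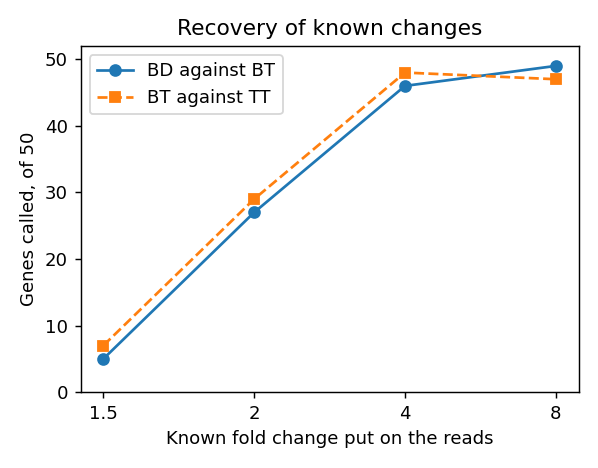
Number of genes called out of 50, on the vertical axis, against the known fold change put on their reads, on the horizontal axis, for BD against BT and for BT against TT. The genes had a mean count of at least 50, and all 200 were changed at once. Genes were called at an adjusted p-value under 0.05, and at a fold change of 2 the lines stand at 27 and 29 genes.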

We next compared the transcript profiles of BT and TT in order to identify specific expression changes potentially associated with polyspermy. 

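Between BT and TT, 0 of 21450 genes had a Benjamini-Yekutieli adjusted p-value under 0.05 in limma's test, while 2018 had an unadjusted p-value under 0.05, 940 higher and 1078 lower in TT. The adjusted count was 0 under each alternative run. The smallest adjusted p-value over all genes was 1 in the main setting, 0.525 with Benjamini-Hochberg adjustment, and 0.115, the lowest of the alternatives, with the first principal component of the residuals as a covariate, where 4114 genes had an unadjusted p-value under 0.05. That covariate leaves every fold change as it was and mainly narrows the residual spread, so that lower p-values were largely built in. With the replicate number as a block, pairing plants by number, the adjusted count was 0 and the unadjusted count 2035. Same-numbered BT and TT plants deviated from their group means with a mean correlation of 0.143, against -0.0367 for plants with different numbers. Known changes were also put on the reads of TT plants, again for genes with a mean count of at least 50. Of these, 29 of 50 genes passed at a fold change of 2 and 48 of 50 at a fold change of 4.
AT4G14270 was lower in TT than in BT, at 1968 ± 243 against 3250 ± 502 normalized counts (SD, n = 5 each), a log2 fold change of -0.72 (standard error 0.15, adjusted p = 1 in limma's test). RHA1A (AT4G11370) had a log2 fold change of -1.13 (standard error 0.25). Both lie on chromosome 4, whose genes were raised in BT replicate 2 by a median of 0.34 on the log2 scale, but this plant was below the BT mean for both, at 2837 normalized counts of AT4G14270 and 92.5 of RHA1A. Without it the log2 fold changes were -0.77 and -1.19. ERL2 (AT5G07180) was higher in TT by 0.46 (standard error 0.12). It lies on chromosome 5, whose genes were raised in BT replicate 5 by a median of 0.30. A raised count in a BT plant would make this difference smaller, so that the shift could not be its source. The count of ERL2 in that plant was 338.2, below the BT mean of 354.8, and without the plant the log2 fold change was 0.44. AT1G29780 had at most 1.0 normalized counts in a BT plant and 3.20 ± 1.44 (SD, n = 5) in TT. SCO1 (AT1G62750) had a log2 fold change of TT over BT of 0.39 (standard error 0.15), RPS5A (AT3G11940) of 0.21 (standard error 0.13) and CENH3, listed as HTR12 (AT1G01370), of -0.07 (standard error 0.19), each with an adjusted p of 1 in limma's test.

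**Figure D3:**
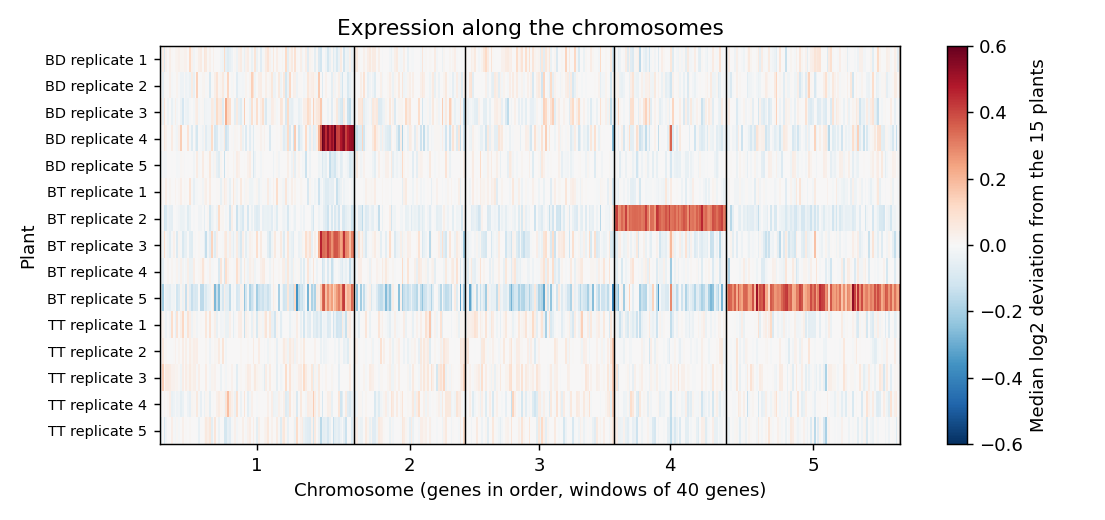
Expression along the 5 nuclear chromosomes (horizontal axis, windows of 40 consecutive genes with a mean normalized count of at least 50) in each of the 15 plants (vertical axis). Colour gives the median log2 deviation from the median of the 15 plants. BT replicate 2 stands out on chromosome 4 with 0.34, BT replicate 5 on chromosome 5 with 0.30, and BD replicate 4, BT replicate 3 and BT replicate 5 at the distal end of chromosome 1 with 0.50, 0.34 and 0.24.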

Interestingly, also this approach did not yield genes with statistically significant differential expression. The similarity in the overall transcriptional profiles between TT and BT plants is reflected by strong similarities in various life-history traits, including flower organ size, cell size, and even fertility (Figure 4—figure supplement 2). Please note that the normalized expression data presented here does not allow any conclusions on alterations in transcriptome size, i.e. changes affecting the total number of transcripts per cell (Coate and Doyle, 2015). However, the data suggests that Arabidopsis responds in a transcriptionally balanced fashion to the inheritance of supernumerary genomes and seed homoploidy.

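Over the 18783 genes with a mean normalized count of at least 10, log2 fold changes between the group means had a standard deviation of 0.23 for BT over BD and 0.35 for TT over BT, around medians of -0.00085 and 0.00696. These are spreads across genes, which are not replicates. They changed most with the rlog values, which shrink genes with few counts, to 0.10 and 0.17. Transcripts of the 88 plastid genes took between 0.0476% and 0.117% of the normalized counts of a plant. Their share differed by -0.00328 percentage points between BD and BT (exact 2-sided permutation test, p = 0.825) and by 0.00514 between BT and TT (exact 2-sided permutation test, p = 0.746), with the second group minus the first in each case. Because poly(A) RNA was sequenced, most plastid transcripts were not captured. From its normalized expression data, the paper proposes a transcriptionally balanced response to additional genomes and seed homoploidy.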

Along these lines, also the ability to generate tetraploid offspring within a single generation, a parameter that has been described previously for interploidy cross-induced triploids was maintained: To assess whether polyspermy-derived triploids can segregate stable polyploid offspring, we harvested the seeds of polyspermy-derived triparental plants and propagated them in two successive generations. The progeny of polyspermy-derived triploids segregates a complex swarm of karyotypes, similar to what has previously been described for interploidy crosses (Henry et al., 2005). On the basis of flow cytometric analysis, we grouped the plants into five different categories: near-diploids, 2n-3n, near-triploids, 3n-4n and near-tetraploids (Figure 4C, Figure 4—figure supplement 3A). Already in the F_2_ generation 5 out of 109 plants were found to fall into the near-tetraploids category, while 22 plants segregated a diploid-like profile (Figure 4C, Figure 4—figure supplement 3B). To determine whether any of the high-ploidy plants represented a genuine tetraploid, we collected seeds and determined the ploidy of 20 offspring per individual F_2_ plant. Flow cytometric analysis revealed that 3 out of 5 near-tetraploid F_2_ plants segregated exclusively plants that exhibit a ploidy profile characteristic to 4n plants (Figure 4D). This result was confirmed in the F_4_ generation, which, again, revealed a homogenous tetraploid ploidy profile. Together these results show that polyspermy-derived triploid plants have the potential to generate stable tetraploid and diploid offspring within a single generation.

### Polyspermy-derived three accession hybrids are reproductively isolated from their parental lines

We previously combined three distinct Arabidopsis accessions in a three parent cross (Nakel et al., 2017) and noticed that the resulting triploid hybrids initiate flowering later than their parents, an effect which was previously described also for two-accession hybrids (Groszmann et al., 2014; Moore and Lukens, 2011) (Figure 4—figure supplement 4A). To address whether this phenotype has the potential to reduce gene flow, we compared flowering time between the parental line and triparental three accession hybrids, henceforth referred to as TT_3_. We found that flowering is induced more than one month later in TT_3_ than in the parental lines, and the flowering period of TT_3_ is completely isolated from the parents (Figure 4E). Under our plant growth conditions, L*er* and Col-0 start to flower 24.4 ± 0.7 and 26.6 ± 1.0 DAS, and flowering terminates 44.9 ± 1.2 and 47.1 ± 0.9 DAS, respectively. This corresponds to a flowering period of around 20 days. The C24 flowering window is comparable but flower initiation is delayed by five days (31.8 ± 1.2 DAS). By contrast, TT_3_ plants initiate flowering only after 64.6 ± 5.4 days, which is around 20, 17 and 15 days after the respective parental lines have terminated their flowering phase (Figure 4E; Figure 4—figure supplement 4B). Even though these data are obtained under optimized growth condition, the results suggest that polyspermy-derived triploid three accession hybrids are reproductively isolated from the parental plants in the first generation.

## Discussion

The triploid block is an established and widely distributed postzygotic hybridization barrier. In light of its fatal consequence, it has been suggested that there are ways to overcome this hybridization barrier (Köhler et al., 2010). We here established a novel polyspermy detection assay that allows to identify and characterize developing embryos resulting from supernumerary sperm fusion. With this tool we were able to show that most polyspermy-derived plants develop from seeds resulting from selective egg cell polyploidization. In those seeds, supernumerary paternal copies are only transmitted to the embryo, thereby bypassing the triploid block of the endosperm. Our results expand previous polyploidization concepts, which state that the increase in genome copies is caused by infrequent meiotic or mitotic defects. In fact, the currently favored route towards polyploid plants involves unreduced male gametes; however, this scenario introduces supernumerary paternal copies also to the endosperm, which is not tolerated in many plants resulting in seed abortion (Dilkes et al., 2008; Ramsey and Schemske, 1998; Scott et al., 1998; Stoute et al., 2012). In fact, this endosperm-related triploid block is considered a means of reproductive isolation (Köhler et al., 2010; Ramsey and Schemske, 1998). Plant polyploidization via polyspermy, by contrast, often affects the embryo-derived seed fraction only and hence has the potential to bypass the triploid block. It will be a challenge for the future to determine whether and to what extent polyspermy is relevant in nature and contributed to the evolution of polyploid plants.

From an evolutionary and agricultural point of view, another intriguing implication of polyspermy-induced polyploidization is the one-step combination of three genetically distinct plant genomes in a three-parent hybridization. This scenario is expected to occur rarely in nature, even when taking into account wind and animal pollination. Still, it might be relevant in an evolutionary time scale and when considering the huge seed amounts produced by many plants. In addition, our findings might have important implications for agriculture: Not only do three-parent-crosses hold the potential to instantly combine beneficial traits of three rather than two cultivars. They, in addition, might provide a means to overcome endosperm-induced hybrid incompatibilities by transmitting incompatible sperm along with compatible sperm through the egg cell only. Scrutinizing the potential of this genetic hitchhiking approach opens up new avenues for future research.

## Materials and methods

### Plant materials and growth conditions

Unless otherwise stated, all experiments were carried out using *Arabidopsis thaliana* Columbia (Col-0). The *sco1* T-DNA insertion mutant (*SALK_025112*) (Ruppel and Hangarter, 2007) was obtained from European Arabidopsis Stock Center (NASC) (Nottingham, UK). The *adm-1* mutant (Kradolfer et al., 2013) was kindly provided by Claudia Köhler. For RNA-Seq, *ein3-1* mutant (Völz et al., 2013) was used as female plant. Triparental triploids (TT) were obtained from double pollination as previously described (Nakel et al., 2017), while biparental triploids (BT) were recovered from a cross of 2n female with 4n male pollen donor *pRPS5a::mGAL4-VP16/-; pUAS::BAR-YFP/-*. Biparental diploids (BD) were generated from a cross of 2n female with 2n pollen donor *pRPS5a::mGAL4-VP16/-; pUAS::BAR-YFP/-.* Stratified seeds (2 days, 4°C) were germinated on soil in a Conviron MTPS growth chamber under long-day conditions (16 hr light/8 hr dark) at 23°C. For HIPOD_WT_, HIPOD*_adm_* and experiments in Figure 4—figure supplement 2, plants were transferred to 18°C after bolting.

### Colchicin-induced polyploidization

Tetraploid Col-0 wild-type, *adm-1/-* and pollen donor plants were generated by using 0.05% colchicine treatment following the one-drop method previously described (Yu et al., 2009).

### PCR-based genotyping

Primer sequences are given in Supplementary file 1. The *sco1/-* mutant was confirmed via PCR amplification using primer pair LBb1.3/YM8-RP and YM8-RP/YM7-LP for the mutant and wild-type allele, respectively. The *adm-1* allele was identified as previously described (Kradolfer et al., 2013). The presence of *pRPS5a::mGAL4-VP16* and *pUAS::BAR-YFP* was confirmed by using TN12s/TN12as and TN26s/TN26as, respectively.

### Plasmid construction and transgenic lines

The *pUAS::SCO1-tdTOMATO::tNOS* vector was obtained by inserting YM1-F/YM2-R amplified CDS of *SCO1* from cDNA library of leaves into DR13 (*pAt5g40260::NLS-tdTOMATO::tNOS*) (Völz et al., 2013) using PacI/NotI, followed by exchanging *pAt5g40260* with *pUAS* sequence from *pUAS::BAR-YFP* (Nakel et al., 2017) using AscI/PacI.

The *CENH3* CDS was amplified from leaf cDNA library using primer pair DT231s/DT231as and cloned into *p35S::NLS-GFP* using AvrII and MfeI to generate *p35S::CENH3-GFP*.

Transgenic Arabidopsis plants were generated by following the floral dip protocol using *Agrobacterium tumefaciens* (Clough and Bent, 1998). Pollen donors with *adm-1* background were generated by crossing *adm-1* mutant with each pollen donor.

### Germination and flowering time assay

For germination assay, all seeds from a single silique (n ≥ 8) were sown on soil. Germination frequency was scored after 9 days. The experiment was repeated three times.

Flowering time was assessed as days after sowing (DAS), starting from the day of sowing till the opening of the first flower. Within three independent experiments a total of 7 plants (TT_3_), 36 (Col-0), 37 (L*er*), and 35 (C24) were analyzed. Flowering period was defined as the interval between the formation of the first and the last flower. In independent experiments a total of 4 plants (TT_3_), 36 (Col-0), 37 (L*er*), and 35 (C24) were analyzed. Please note that watering was stopped once the main branch stopped flowering.

### HIPOD_SCO1_

For the HIPOD_SCO1_ experiment, 2–3 closed flower buds from one inflorescence of *sco1/-* mutant were emasculated. 3 days after emasculation, pollination was carried out using pollen grains collected individually from plants of *sco1/- pRPS5a::mGAL4-VP16/+* and *sco1/- pUAS::SCO1-tdTOMATO/+*. These two pollen categories were applied onto the stigmatic surface with two brushes. 7 days after pollination (DAP), siliques were dissected under Leica S6E or S8apo stereomicroscope (Leica, Germany) for seed color screening. Seeds with a change in color were analyzed for tdTOMATO signal and embryo and endosperm chromosome number.

### Ploidy analysis

Sample preparation and ploidy determination was performed using the same method as described previously; nuclei were marked with CyStain UV Precise P kit and assessed with CyFlow ploidy analyzer (Nakel et al., 2017). The triploid swarm ploidies were analyzed by mixing nuclei extracted from two similar sized leaf pieces derived from a diploid control plant and a leaf sample of TT progeny.

### RNAseq

Seeds that contain TT, BT, and BD were selected on ½ MS medium containing 25 μg/ml Glufosinate-ammonium (PPT, Sigma), and the seedlings were transferred to soil 9 DAS. YFP and ploidy analysis was carried out 17 DAS to confirm TT, BT and BD profile. 18 DAS, aerial tissues were frozen and grinded in pre-cooled EP tubes with metal beads and total RNA was isolated following the procedure of GeneMATRIX Universal RNA purification kit.

750 ng total RNA per sample was used to prepare sequencing libraries according to the Illumina TruSeq RNA Sample Preparation v2 Guide. Purification of the poly-A containing mRNA was performed using two rounds of poly-T Oligos attached to magnetic beads. During the second elution of the poly-A RNA, the RNA was fragmented and primed for cDNA synthesis. After cDNA synthesis the fragments were end-repaired and A-tailing was performed. Multiple indexing adapters were ligated to the ends of the cDNA fragments and the adapter ligated fragments were enriched by 10 cycles of PCR. After quali- and quantification the resulting sequencing libraries were pooled equimolar and sequenced 75 bp single-read on an Illumina NextSeq500.

### Transcript profiling

The sequenced single-end reads were processed by *trimmomatic version 0.38* (Bolger et al., 2014). We used the parameters *SE -phred33 ILLUMINACLIP: adapter_sequences.fasta:2:30:10* to remove remaining adapter sequences. For performing a quality trimming, we used the parameters *SE -phred33 LEADING:5 TRAILING:5 SLIDINGWINDOW:4:15 MINLEN:36*. Next, the trimmed reads were mapped to the *Arabidopsis thaliana* genome from EnsemblGenomes (Kersey et al., 2018), release 36, by *STAR version 2.6.0c* (Dobin et al., 2013) with parameters *--alignIntronMin 20 --alignIntronMax 50000 --outFilterMismatchNmax 2 --outFilterMultimapNmax 50 --outFilterIntronMotifs*. The assignment of reads to the annotated genes of EnsemblGenomes, release 36, and the quantification of transcript expression were performed by *salmon version 0.11.3* (Patro et al., 2017) with parameters *quant –libType U –gcBias –seqBias –useErrorModel*.

Genes not having more than zero counts in at least three out of five biological replicates in at least one genotype were removed from the transcriptome analysis, resulting in a count table of 21,450 genes. Hence, we still keep genes in the analysis being expressed in just one genotype. 

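When the recovered reads were set against this filter of more than 0 counts in at least 3 plants of a group, 21438 of the 21450 listed genes passed and 12 did not. Of these, 2 genes had 0 reads in every plant. The table held 21283 nuclear genes, 88 plastid genes and 79 mitochondrial genes.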

The normalization of counts, the computation of the regularized log transformation, and the identification of differentially expressed genes were performed by the R package (R Development Core Team, 2018) *DESeq2* (Love et al., 2014).

For each pair of samples, we computed Spearman’s correlation coefficient *c* based on the regularized log transformed count data, and we computed the dendrogram of the 15 samples by hierarchical average linkage clustering with the distances *d* = 1 – *c*.

Principle component analysis (PCA), multidimensional scaling analysis (MDS), the computation of Spearman’s correlation coefficients, and hierarchical clustering were performed by functions *prcomp*, *cmdscale*, and *cor* of the R package *stats* as well as by the UPGMA algorithm implemented in the R function *hclust*. Alternatively to the PCA, we chose the MDS analysis as a non-linear approach for dimensional reduction that tries to preserve as closely as possible the pairwise distances of the original multidimensional data points.

The prediction of differentially expressed genes was performed by the Wald test, implemented in *DESeq2*, with a subsequent application of the Benjamini-Yekutieli correction procedure and a threshold of the false discovery rate of 5%.

### Chromosome spread

7 DAP seeds were harvested and their embryo (cotyledon stage) was extracted by applying pressure with syringe needles. The separated embryo and the remaining part of the seed containing the endosperm was individually transferred into 200 μl pre-treatment solution and incubated for 4 hr at RT (Scott et al., 2008). For aborted seeds recovered from interploidy crosses and HIPOD_SCO1_, the embryo was separated from the endosperm in the final fixative step on the slide. The remaining steps were carried out as described in Armstrong et al. (2001).

### Microscopy

Images were taken using Leica DMI6000b epifluorescence inverted microscope, equipped with YFP, DAPI and DsRed filter cube. For YFP expression analysis, dissected sepals were transferred to 10% glycerol and data were collected. For chromosome spread, data from DAPI stained samples were collected with the aid of 100 × oil objective and an immersion oil Immersol 518F (Zeiss, Germany) or by using confocal laser scanning microscopy with Airyscan module (Zeiss LSM 880) at excitation of 405 nm and emission of 421 nm. CENH3-GFP localization was observed at excitation of 488 nm and emission of 510 nm. 7 DAP silique images were captured by using Leica S8apo stereomicroscope.

## Data Availability

All data generated or analyzed during this study are included in this article (and the additional files). The sequencing data is available from the NCBI's Gene Expression Omnibus database under accession number GSE130186. The following dataset was generated: YanboMaoAlexanderGabelThomasNakelPriscaViehöverThomasBaumDawitGirma TekleyohansDieuVoIvoGrosseRitaGroß-Hardt2020Selective egg cell polyspermy bypasses the triploid blockNCBI Gene Expression OmnibusGSE13018610.7554/eLife.52976PMC700456232027307

How the deposited data were processed for this re-analysis (not part of the article)

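RNA sequencing profiles of 15 Arabidopsis plants were analysed, 5 biparental diploids (BD), 5 biparental triploids (BT) and 5 triparental triploids (TT), each with 4 technical replicates that the authors had combined into 1 column per plant. The authors trimmed the reads, aligned them to the genome with STAR, quantified genes with salmon, filtered genes by counts and normalized them with DESeq2. They deposited normalized counts (a signal from which whole counts of reads can be recovered), rlog values on a log2 scale and TPM for 21450 genes, in which each plant's TPM sum to 1000000. In the record of units these 3 tables are entered as other, because they are separated by semicolons, which the automatic test of units did not split.

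Whole reads were recovered by dividing each plant's normalized counts by their smallest positive value, and 100% of the values came out whole within 0.001. Between 19534646 and 30756482 reads per plant were counted on genes. These depths cover counting error only, since the reads carry no molecular identifiers.

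The main test was limma 3.58.1 in R 4.3.3 on log2(normalized count + 1) of all 21450 genes, with all 15 plants in one fit, moderated variances with a trend, 2-sided, and Benjamini-Yekutieli adjusted p-values under 0.05. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for the rest. Spearman coefficients and principal components were computed on the rlog values, and single values per plant were compared by exact permutation tests, or with 100000 resamples for the 3 groups together. Chromosome-wide deviations were medians over nuclear genes with a mean normalized count of at least 50. The method was tested on simulated data with 200 genes changed by known fold changes, where 9 of 50 genes were called at a fold change of 1.5, 34 of 50 at 2, 45 of 50 at 4 and 48 of 50 at 8, with 0 of 21250 unchanged genes called.

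Genes were named by a rule set in advance, namely the genes of mutants, constructs and promoters that the paper names where they are listed, and for each pair of groups the 2 higher and 2 lower genes with the smallest unadjusted p-values. Of the gene identifiers, 21283 matched NCBI's TAIR10.1 annotation, which gave symbols, gene order, length and GC content. The paper does not name the assembly behind its annotation release, so that no coordinates are given. ADM and At5g40260 were not analysed here.

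The replicate numbers come from the sample labels. They belong to different plants, and a fit with the number as a block was an alternative. Other alternatives were further pseudocounts, a minimum count, TPM, rlog values, quantile normalization, limma without trend, Benjamini-Hochberg adjustment, fits of 2 groups only, array weights, a covariate, and leaving out each plant in turn. The planned count-based tests on recovered reads were not run, because the automatic test of units could not read the tables. Limma's voom was run on these reads in their place and was chosen after the data were seen. It scaled each plant by its total reads and not by the authors' size factors.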

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

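The comparisons with the remaining genes of the plant and with the size of an added copy were chosen only after the result was seen, as was the choice of regions, whereas the tests with TPM, GC content and the share of genes were set before their values were known. Among 74 groups of 5 plants, 12 had a plant far from the other 4, where chance gives about 3.7.

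In BT replicate 2 the genes of chromosome 4 stood at a median of 0.338 (log2) above the median of the 15 plants, far from the other BT plants, which lay between -0.0815 and 0.0. In BT replicate 5 the genes of chromosome 5 stood at 0.305, against -0.0438 to 0.0 in the other BT plants, and the genes of chromosome 2 at -0.0982. The distal end of chromosome 1, 764 genes from AT1G70250 on, is a region the paper does not discuss. It was raised by 0.495 in BD replicate 4, 0.338 in BT replicate 3 and 0.241 in BT replicate 5, and the other 12 plants lay at 0.0 or below. In BD replicate 4 chromosome 1 as a whole stood at 0.0386.

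Normalization by the authors was tested with TPM. There the shift was 0.330 for chromosome 4 in BT replicate 2 and 0.418 for chromosome 5 in BT replicate 5. For distal chromosome 1 it was 0.585 in BD replicate 4, 0.212 in BT replicate 3 and 0.371 in BT replicate 5. These values are not relative to the rest of the plant. On TPM the other parts of BT replicate 3 lay between -0.120 and -0.0905, and those of BD replicate 4 between 0.047 and 0.0829. Against these parts the shift is larger than 0.212 and smaller than 0.585. Library size would move all chromosomes alike, but the shift relative to all other nuclear genes of the plant was 0.368, 0.369, 0.495, 0.338 and 0.241 in the same order. For distal chromosome 1 in BT replicate 5, here and below, these other genes include the raised chromosome 5. The unraised parts of that plant lay between -0.0982 and -0.0679, so that 0.241 understates the shift against unraised genes. A fit of the other nuclear genes on GC content, gene length and mean expression changed the median deviations of the regions from 0.338, 0.305, 0.495, 0.338 and 0.241 to 0.388, 0.364, 0.482, 0.329 and 0.244, so that these properties, as fitted, explained little of the shifts. If a few abundant genes were the source, about as many genes would lie below as above their median. The regions were picked by raised medians, which by themselves place more genes above than below. The share of genes above is therefore not a separate test and gives only the extent. The share above the median was 91.6%, 73.8%, 91.5%, 84.7% and 68.5%. In BT replicate 5 it was below the bound set in advance for both regions, but above the share among the other nuclear genes of the plant, 40.7% for chromosome 5 and 47.5% for distal chromosome 1, and the shifts are medians over 3809 and 764 genes, which a few genes do not set. Reads shared between paralogs were not tested.

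A candidate explanation is an extra copy of the region, which predicts a ratio of 1.33 in a triploid and 1.5 in a diploid if transcript follows copy number. The ratios to all other nuclear genes were 1.29 for chromosome 4 in BT replicate 2, 1.29 for chromosome 5 in BT replicate 5, 1.41 for distal chromosome 1 in BD replicate 4, 1.26 in BT replicate 3 and 1.18 in BT replicate 5. These values are nearer to an extra copy than to 1, but the regions were found and tested on the same data, so that this is a hypothesis. The ratio of 1.18 is understated, because the other genes of that plant include the raised chromosome 5. DNA copy number was not measured. A region raised by over 0.2 occurred in 1 of 5 BD, 3 of 5 BT and 0 of 5 TT plants. For BT and TT Fisher's exact test gave p = 0.167. This is the smallest value it can give with only 3 raised plants, so that it cannot decide whether BT and TT differ.

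BD replicate 4 and BT replicate 5 had mean Spearman coefficients with the other plants of 0.990 and 0.987, each below the other plants of its group. The remaining distant plants had small differences. The chromosome medians were 0.0084 on chromosome 2 and 0.0089 on chromosome 3 in TT replicate 3, 0.0074 on chromosome 3 in BD replicate 1 and -0.0051 on chromosome 5 in BD replicate 4, where the other 4 plants of the group were all at 0.0, so that any departure stands out. AT3G03430 had 3.28 normalized counts in BD replicate 1 and at most 1.54 in the other BD plants, and AT5G18430 had 210.1 in TT replicate 4 and at most 176.5 in the other TT plants. No biological explanation was tested for these.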

How the results depend on the processing

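The alternatives were set before the data were examined, except voom on the recovered reads and the 2 alternatives on chromosome regions, which were chosen after seeing the data. The planned edgeR quasi-likelihood test and the planned DESeq2 Wald tests with Benjamini-Yekutieli and Benjamini-Hochberg adjustment on whole reads were not run, although whole reads were recovered.

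The number of genes with an adjusted p-value under 0.05 was 0 for BD against BT, BT against TT and BD against TT under each alternative run, including the 10 fits per pair that each left out a plant. At an unadjusted p under 0.05 the counts were 371, 2018 and 514. With array weights they were 643, 3099 and 1644, and with the first principal component of the residuals as a covariate 1032, 4114 and 1518. That covariate changes no fold change, so that its higher counts were largely built in. Leaving out a plant gave 226 to 1023, 992 to 3288 and 346 to 1236 genes. With quantile normalization 289 of the 506 genes of BD against TT were higher in TT, against 211 of 514 without it. For BD against BT more genes were lower in BT in the main setting and in most alternatives. The majority was reversed with the covariate (561 higher and 471 lower), where no fold change moved, and with voom (135 and 132). It was also reversed without BD replicate 4 (568 and 455), BD replicate 5 (132 and 127), BT replicate 4 (314 and 287) or BT replicate 5 (200 and 164). Which direction held the majority for BT against TT changed with the processing. With 940 genes higher and 1078 lower in TT in the main setting, voom gave 450 higher and 1046 lower, quantile normalization 1141 higher and 927 lower, leaving out the genes of chromosomes 4, 5 and distal 1 gave 773 higher and 493 lower, and subtracting each plant's median per chromosome part gave 1070 higher and 1041 lower. In the main setting the excess of lower genes lay in the parts left out, with 34 higher and 291 lower on chromosome 4, 144 and 259 on chromosome 5 and 11 and 41 on distal chromosome 1, against 282 and 200 on the rest of chromosome 1, 205 and 130 on chromosome 2 and 257 and 157 on chromosome 3. For the other changes of these counts the cause was not tested. With voom the test and the normalization changed together, since it scaled each plant by its total reads in place of the authors' size factors.

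With the replicate block the unadjusted count of BD against TT was 629, and the adjusted count was 0 for each pair. Same-numbered BD and TT plants had a mean correlation of deviations of 0.0434, so that the numbers give no pairing there.

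The lowest Spearman coefficient was 0.982 and moved to 0.941 on log2(normalized count + 1), 0.932 on log2(TPM + 0.1) and 0.973 for genes with a mean normalized count of at least 10, and ranged from 0.982 to 0.986 with each plant left out. The variance on principal component 1 moved from 44.5% to 27.8% with scaled genes, 62.2% for the 500 most variable genes and 33.4% on log2(normalized count + 1), and ranged from 35.6% to 47.3% with each plant left out. The spread of log2 fold changes moved with the rlog values to 0.098 for BD against BT, 0.167 for BT against TT and 0.120 for BD against TT, and with plants left out ranged from 0.201 to 0.322, 0.283 to 0.428 and 0.233 to 0.314.

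Differences that were not distinguishable from 0 changed sign in places. The separation of the 3 groups was -0.254 with Euclidean distances and ranged from -0.000504 to 0.000494 with each plant left out, and that of BD and TT from -0.000741 to 0.000657. The separation of BT and TT ranged from 9.64e-05 to 0.00214 and passed the threshold of 0.05 without BT replicate 2 and without BT replicate 4. The score on principal component 1 of BT against TT ranged from 8.87 to 25.1 and passed it without BT replicate 4, and that of BD against BT ranged from -16.5 to 1.22. The number of plants nearest to a plant of the same group ranged from 2 to 5. With each plant left out, the difference in plastid share ranged from -0.0126 to 0.00644 percentage points for BD against BT. For BT against TT it ranged from -0.00458 to 0.0118. On TPM these differences kept the sign of the main setting but were larger, at -0.0400 and 0.0250 in this order. The mitochondrial share of BT against TT differed by -9.84e-05. The log2 fold change of CENH3 (AT1G01370) ranged from -0.0068 to 0.23 for BT over BD, -0.19 to 0.0442 for TT over BT and -0.0373 to 0.13 for TT over BD. The cause of these changes was not tested. The other named genes kept their direction in each fit run.

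With 5 plants per group a fold change of 1.5 was recovered for 5, 7 and 4 of 50 genes in BD against BT, BT against TT and BD against TT. Smaller fold changes, and genes with a mean count under 50, were not tried. Changes in only a few genes, which the adjustment would find less often, were not tried either.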

Differences from the paper's values

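The lowest Spearman coefficient of the 105 pairs was 0.982 on the rlog values, and the paper's heat map shows about 0.94 in Figure 4—figure supplement 1B, read by eye. Of the alternatives set before the data were examined, log2(normalized count + 1) gave 0.941, within the paper's value, and log2(TPM + 0.1) with 0.932 and genes with a mean normalized count of at least 10 with 0.973 did not close the gap.

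The paper gives the count table as the genes left by its filter on counts. Of the 21450 listed genes, 12 did not pass that filter on the recovered reads. Whether rounding of the estimated counts accounts for this was not tested.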

Other observations

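The splits of the plants and the tests of nearest genes, of principal component 1 and of the unadjusted counts were set before their values were known. The test of EIN3 was chosen only after its values were seen.

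The paper does not report BD against TT. In limma's test 0 genes had an adjusted p-value under 0.05 and 514 an unadjusted one. AT5G18430 was higher in TT by 0.59 on the log2 scale and CYP77A5P (AT3G18270) changed by -0.46, both with adjusted p = 1. AT5G08391 had 5.32 ± 1.01 normalized counts (SD, n = 5) in TT and at most 2.50 in a BD plant, and AT3G03430 was listed at 0 in all TT plants and had 1.69 ± 0.90 (SD, n = 5) in BD, too few reads for a fold change.

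The groups were compared with other splits of the same 10 plants. Because replicate numbers are shared, the real split was ranked among the 16 splits that part all same-numbered plants. The 16 and the counts below include the real split itself, and this number allows no share under 0.05. For BD against BT 11 of the 16 splits gave at least as many genes with an unadjusted p under 0.05 as the real 371, for BT against TT 3 of the 16 gave at least 2018, and for BD against TT 9 of the 16 gave at least 514. At an adjusted p under 0.05 the real count was 0, which 16 of 16 splits reach for each pair. Among 84 of the other splits, 70, 7 and 42 gave as many genes at an unadjusted p, and for BD against BT 2 of the 84 gave genes with an adjusted p under 0.05, at most 16.

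The 2018 genes of BT against TT exceeded the 1072.5 that chance gives on average. A candidate explanation was the shift of whole chromosomes in single BT plants. With each plant's median per chromosome part subtracted, 2111 genes had an unadjusted p under 0.05. The shift of the genes within these parts therefore does not account for the number. Subtraction leaves any effect on genes elsewhere in place, so that such effects were not tested. The number rested in part on single plants, since it ranged from 992 without BT replicate 5 to 3288 without BT replicate 2 over the 10 fits that each left out a plant.

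BT replicate 5, BD replicate 4 and BT replicate 3 had the lowest scores on principal component 1, at -46.5, -36.7 and -13.9, and are the plants in which distal chromosome 1 was raised. The genes of these regions do not carry the component by themselves, since without the genes of chromosomes 4, 5 and distal 1 it held 45.3% of the variance.

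EIN3 was lower in BD than in BT and TT together by a log2 difference of 0.26 (exact 2-sided permutation test of 5 against 10 plants, p = 0.00633). A candidate explanation is that the mutant copy from the mother is 1 of 2 copies in BD and 1 of 3 in BT and TT. Adjusted by Benjamini-Hochberg over 16 comparisons of named genes the value was 0.101, so that the difference does not pass and cannot be told apart from chance. A shift of the surrounding region is not behind it, as the 20 nearest genes differed by a median log2 difference of 0.0153 between the same plants.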
